A study of Mus musculus with 4 samples. Its data were reported in "Integrative genomic analysis of CREB defines a critical role for transcription factor networks in mediating the fed/fasted switch in liver" (2013).

How the data were processed

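Total RNA of individual livers of male C57BL/6J mice aged 8 to 12 weeks, 4 fasted and 4 refed, was compared on 4 two-colour arrays in a dye swap. The study amplified and labelled 200 ng of RNA per liver with Cy3 or Cy5, hybridised it to a whole mouse genome array with 4 arrays per slide, and quantified the scans with Agilent's Feature Extraction software. The deposited scanner files give raw intensity per spot, as pixel medians and means, with the local background intensity of each channel and the software's quality flags. They also give the software's own processed intensity. The authors deposited a second table, whose unit is a log2 ratio normalized within arrays by loess in limma; its background step is not stated. The rows of that table were matched to spots by their row number in the scanner files, which the values bear out and the spot number does not, and all 4 columns already run as fasted over refed. All arrays came from 1 slide and 1 scan, so neither was a batch.

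Median signals of 44397 spots per array were read with limma 3.58.1 in R 4.3.3. The background was removed by normexp with an offset of 50, control spots were left out, and ratios were normalized within arrays by loess. Spots flagged as non-uniform or population outliers were left out (197 to 322 per array), and no spot was saturated. Spots of one probe were averaged. A probe was kept where it was well above background on all 4 arrays in the channel of at least 1 condition and had a value on all 4 arrays, which left 19721 of 39429 probes. Ratios were turned to fasted over refed liver by the dye orientation.

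One step departs from the design fixed before the data were examined, which had normexp fit all spots. A few spots on replicates 3 and 4 had extreme local backgrounds, up to 286516 and 443380, while the highest on replicates 1 and 2 was 108. The normexp fit then estimated a background SD of 1075 to 4298 on replicates 3 and 4, against 0.831 to 1.84 on replicates 1 and 2. Whether this compressed the ratios of dim probes on replicates 3 and 4 was not tested separately. Spots whose local background in either channel exceeded 3 times the array's median were therefore left out before the fit, 55 of 177588 in all. The SD was then 1.08 to 1.88 on replicates 3 and 4. This rule uses background values only. It was nevertheless added after the data had been examined, and after numbers of called probes had been seen for normexp on all spots, for normexp without the spots whose background the software flags, for no correction and for subtraction. The values with all spots, with the software's flags, and with multiples of 2 and 5 are given among the alternatives.

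Differences were tested with lmFit and eBayes in limma on the 4 ratios, two-sided, with Benjamini-Hochberg adjustment over all kept probes and no dye term. A probe was called at an adjusted p under 0.10 and a change of at least 1.5-fold. The study's methods name SAM at the same limits; SAM was rebuilt as an alternative with all 16 sign flips. A dye effect was tested as a second term in the same model. Gene lists, fixed with that design, were tested with camera at a preset correlation of 0.01, with fry and camera with an estimated correlation beside it, adjusted over 9 lists, at a threshold of 0.05. Each gene entered by its brightest kept probe, by mean intensity over all 8 channels. The genes named are the 10 largest rises and 10 largest falls among called genes with one sign on all 4 arrays, the genes of the lists, and B4galt5, Onecut1, Mt1 and Mt2. A gene that these rules select is not reported here. Further lists covered the transcription factors whose binding data the study used, CREB co-activators, sex-linked genes, and markers of pancreatic acinar cells, blood, adipose tissue and immune cells.

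Probes were named through their RefSeq accession where a table of RefSeq genes of the GRCm38.p6 assembly held it (26055 probes), through symbol or synonym for 4125 more, and otherwise kept the name in the file. Coordinates are those of the files, in the mm9 build. The final tests, but not the background, loess or filter steps, were tried on simulated ratios of 19721 probes, of which 200 changed by 1.5 on the log2 scale. For the comparison of fasted with refed liver, limma without a dye term recovered 99% of them with no dye effect and 96.5% when the estimated dye effects were added, and 1.49% and 0% of its calls were false. The simulated size exceeds the median of the called rises (0.80) and falls (-0.84), and recovery of smaller changes was not tried. Alternatives covered the background correction, the source of the values, normalization within and between arrays, filters, flags, a dye term, separate channels, the test, thresholds, the choice of probe, and leaving out each replicate in turn.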

Results

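Gene expression was compared between livers of mice fasted for 24 h and livers of mice given food for 2 h after the same fast. The aim was to find which transcripts differ between the 2 states. No liver of an unfasted mouse was on the arrays, so a response to fasting cannot be told apart from a response to refeeding. A rise or a fall below is therefore a higher or lower level in fasted than in refed liver. RNA of 4 fasted and 4 refed livers was measured on 4 two-colour oligonucleotide arrays. On such an array, RNA of 2 samples carries the dyes Cy5 (red) and Cy3 (green) and binds the same spots, so that each array gives one ratio per probe. Each array held 1 fasted and 1 refed liver, paired at random, and an array is called a replicate here (n = 4). The fasted liver was labelled with Cy5 on replicates 1 and 2 and with Cy3 on replicates 3 and 4. All values below are log2 ratios of fasted over refed liver, so that a positive value is a higher level in the fasted liver. The median brightness of gene spots lay between 40 and 75 in the red channel and between 44 and 96 in the green channel, against median local backgrounds of 25 to 35 and 20 to 32.5. Of 39429 probes, 19721 were kept, covering 15558 named genes. The number of arrays limits the precision of every value.

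At an adjusted p under 0.10 in limma and a change of at least 1.5-fold, 335 probes were higher and 409 probes were lower in fasted liver. The called probes represented 305 genes that were higher and 350 genes that were lower, with 0 genes called both ways. The alternative that moved this result most was the background fit with no spot left out for its local background, under which 5 probes were higher and 16 were lower. That fit failed on replicates 3 and 4 for a reason given with the processing, and the step that repaired it was chosen after the data had been examined. The median log2 ratio was 0.80 among called rises and -0.84 among called falls. Of the 744 called probes, 728 had the same sign on all 4 arrays, which the selection for a large mean relative to the spread favours, and 242 had a ratio past 1.5-fold on every array. Without the fold limit, 2136 probes had an adjusted p under 0.10.

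**Figure D1:**
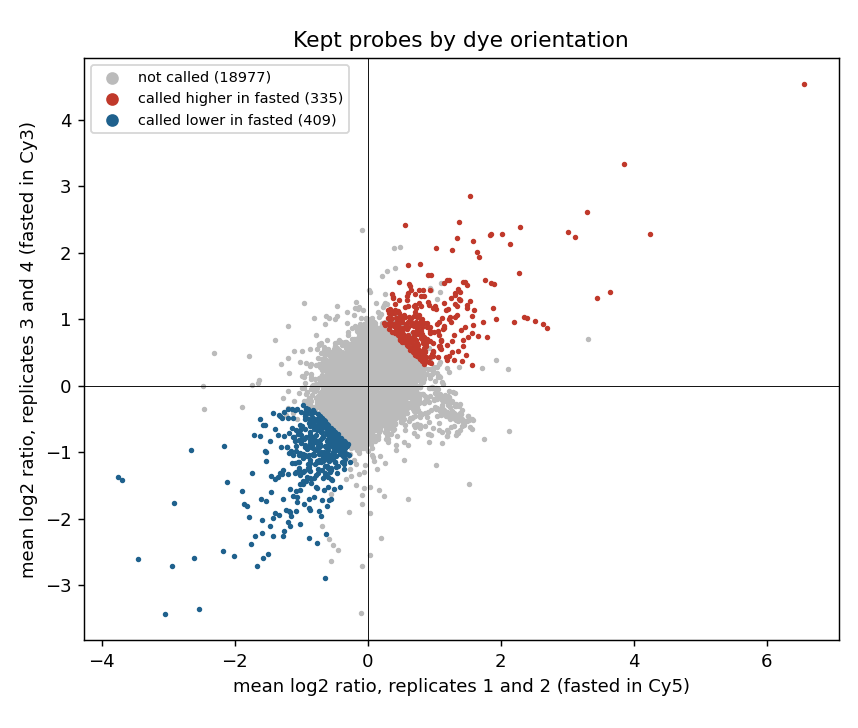
Each point is a kept probe, placed by its mean log2 ratio of fasted over refed liver on replicates 1 and 2 (horizontal axis) and on replicates 3 and 4 (vertical axis), with called rises in red and called falls in blue. The 335 called rises lie at the upper right and the 409 called falls at the lower left, while uncalled probes spread along both axes.

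The largest rise was that of Igfbp1, at 5.55 ± 1.18 (SD, n = 4) with an adjusted p of 0.00372 in limma. Its ratio followed dye orientation, at 6.72 and 6.41 on replicates 1 and 2 against 4.52 and 4.55 on replicates 3 and 4. A dye effect was called for Igfbp1 (adjusted p of 0.00326 in limma). Its probe lies on chromosome 11 at 7102442 to 7102501 in the mm9 build, which the files use, and the files do not say which part of a transcript a probe covers. G6pc, probed on chromosome 11 at 101238947 to 101239006, rose by 3.60 ± 0.37 (SD, n = 4; adjusted p of 0.0017). Pck1, probed on chromosome 2 at 172984307 to 172984366, rose by 2.66 ± 0.71 (SD, n = 4; adjusted p of 0.00621), and its ratio on replicate 2 stood apart at 3.72. The other 7 of the 10 largest rises were Mt2 (3.27), Angptl4 (2.95), Lpin1 (2.67), Mt1 (2.38), Gadd45g (2.34), Rnf125 (2.20) and Mfsd2a (2.15), with adjusted p between 0.00249 and 0.0488. Mt1 had the widest spread of the 10, at an SD of 1.46, and was no longer called when replicate 1, 2 or 3 was left out. Ppargc1a rose by 1.201 ± 0.16 (SD, n = 4; adjusted p of 0.00338). A second, dimmer Ppargc1a probe rose by 0.45 and was not called.

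The largest fall was that of Derl3, at -3.24 ± 0.74 (SD, n = 4) with an adjusted p of 0.00448 in limma. Its probe lies on chromosome 10 at 75358503 to 75358562. Creld2, probed on chromosome 15 at 88656997 to 88657056, changed by -2.94 ± 0.52 (SD, n = 4; adjusted p of 0.00277). Hspa5, probed on chromosome 2 at 34631913 to 34631972, changed by -2.01 ± 0.69 (SD, n = 4; adjusted p of 0.0131). Further large falls were those of Angptl8 (-3.03), Sdf2l1 (-2.61), Syvn1 (-2.33), Hsph1 (-2.28), Hsp90aa1 (-2.08) and H3c15 (-2.07), with adjusted p between 0.0017 and 0.0109. Syvn1 had a second, dimmer probe at 0.11 that was not called. Hspa1a changed by -1.84 ± 0.51 (SD, n = 4), B4galt5 by -1.65 ± 0.37 (SD, n = 4) and Onecut1 by -0.92 ± 0.31 (SD, n = 4), with adjusted p of 0.00782, 0.00521 and 0.0161 in limma. A dimmer B4galt5 probe was at -0.19 and was not called.

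**Figure D2:**
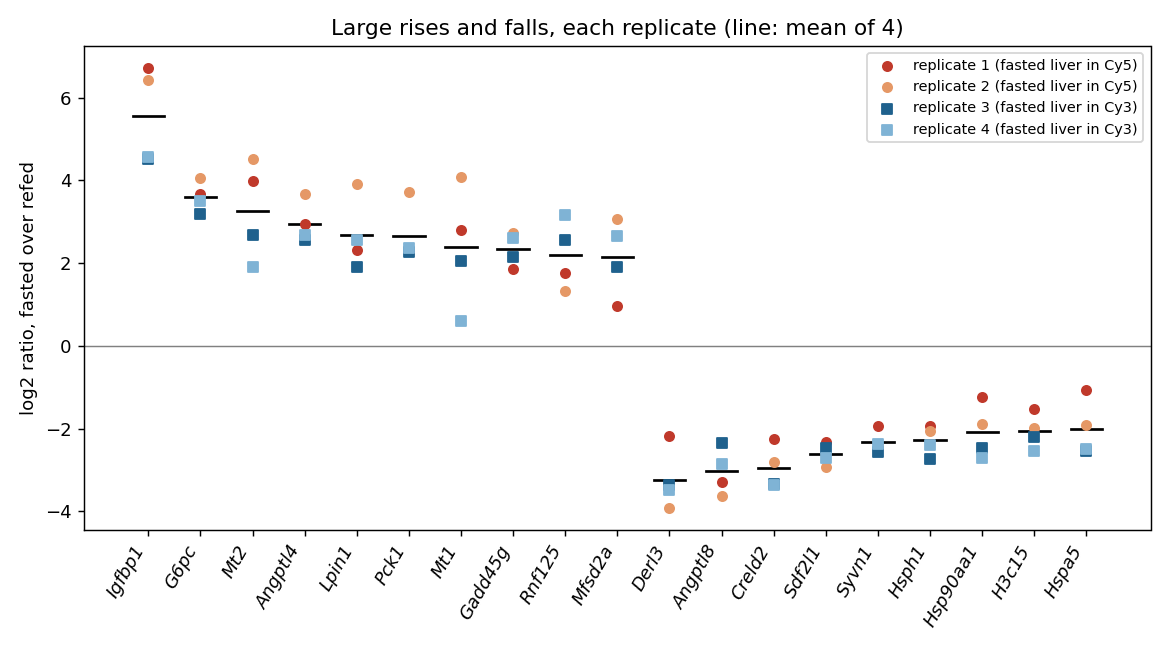
Log2 ratios of fasted over refed liver (vertical axis) of the 10 largest rises and of 9 large falls, with 1 point per replicate and a line at the mean of 4; circles mark arrays with the fasted liver in Cy5 and squares those with it in Cy3. Means run from 5.55 for Igfbp1 to -3.24 for Derl3, and each gene has one sign on all 4 replicates.

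The gene lists asked whether known fasting and feeding programmes moved as sets. Of the 9 lists tested with camera, 7 passed an adjusted p of 0.05. Gluconeogenic and cAMP-induced genes were higher, with a mean log2 ratio of 1.44 and a median of 0.84 over 13 genes (adjusted p of 1.53e-10). Of these, 7 were called higher over all probes and 8 when adjusted over the list alone. Genes of fatty acid oxidation and PPARA targets were higher, with a mean of 0.83 and a median of 0.63 over 15 genes (adjusted p of 5.43e-09), with 7 called and 10 when adjusted over the list alone. All 15 rose on average, although the list mean on replicate 1 was 0.31, against 0.93 to 1.104 on the others.

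ER stress and protein folding genes were lower, with a mean of -1.54 and a median of -1.16 over 20 genes (adjusted p of 5.53e-25). By their brightest probes, all 20 fell on average and 19 were called, also 19 when adjusted over the list alone. A second, dimmer Dnajb11 probe rose by 0.51 (adjusted p of 0.0207 in limma) and was not called, as it missed the 1.5-fold limit. The dimmer Syvn1 probe was at 0.11, while dimmer probes of Dnajb9 (-1.10), Pdia6 (-1.06) and Sec61b (-0.37) fell. The list mean was -1.16 on replicate 1 and between -1.69 and -1.63 on the others. Without replicate 3, on which pancreatic transcripts stood apart, it was -1.49. Heat shock genes were lower, with a mean of -1.46 and a median of -1.39 over 9 genes (adjusted p of 2.79e-11). Of these, 8 were called, also 8 when adjusted over the list alone. The list was fixed as cytosolic but also holds Hspd1 (-0.44, not called) and Hspe1 (-0.82, called), so no compartment is claimed. Cholesterol synthesis genes were lower, with a mean of -0.87 and a median of -0.80 over 12 genes (adjusted p of 1.53e-10). Of these, 9 were called, also 9 when adjusted over the list alone, and Sqle changed by -1.82. Lipogenic genes were lower, with a mean of -0.60 and a median of -0.28 over 11 genes (adjusted p of 0.000408). Among the 3 genes called were Srebf1 (-0.93) and Thrsp (-1.201); the number was also 3 when adjusted over the list alone. Srebf1 lost its call when replicate 2 or 3 was left out, and Thrsp when replicate 3 or 4 was.

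Circadian clock genes had a mean of -0.33 and a median of -0.19 over 9 genes (adjusted p of 0.032), and this call did not hold under fry, where the adjusted p was 0.0565. Dbp (-1.37) and Per2 (-1.29) were called, also 2 when adjusted over the list alone. The paper describes the fasted mice as killed at the end of the fast and the refed mice after a further 2 h with food. Time of day may therefore have differed between the groups, and its effect on clock genes cannot be separated from that of feeding. Immediate early genes had a mean of 0.35 and a median of 0.01 over 6 genes (adjusted p of 0.665); Egr1 alone was called, at 2.07, also 1 when adjusted over the list alone. Internal control genes had a mean of -0.04 and a median of -0.01 over 10 genes (adjusted p of 0.665), and the mean turned to 0.0089 without replicate 4. Actb was the only one called, at -0.64, also 1 when adjusted over the list alone.

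Under fry, the other 6 lists called by camera held, with adjusted p between 0.00221 and 0.022. With an estimated correlation between genes, camera called 0 of the 9 lists, with 3 at an unadjusted p under 0.05 and a lowest adjusted p of 0.0559. The same 6 lists and the clock list had one sign of the list mean on all 4 arrays, and an exact sign-flip test of those means gave p of 0.125, the smallest that 4 arrays allow (two-sided). The study had named 6 of the list genes from these arrays, so they are not independent evidence. Without them the mean was 1.12 for 10 gluconeogenic genes, -1.43 for 18 ER stress genes and -1.41 for 8 heat shock genes.

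**Figure D3:**
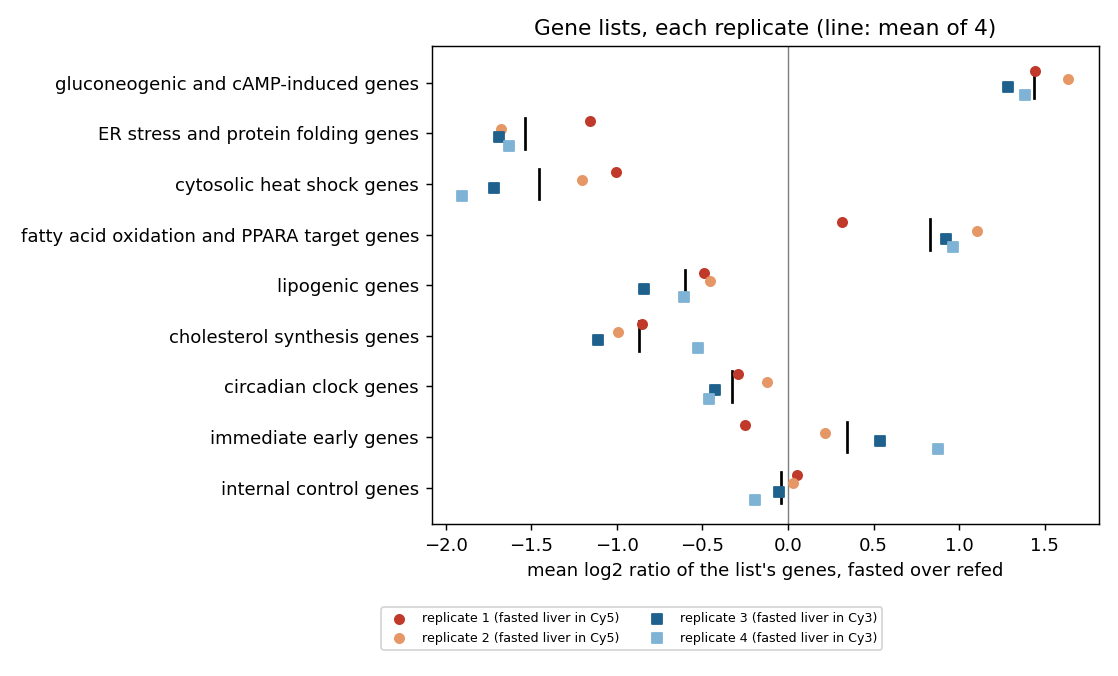
Mean log2 ratio of fasted over refed liver over the genes of each of 9 lists (horizontal axis), with 1 point per replicate and a line at the mean of 4; circles mark arrays with the fasted liver in Cy5 and squares those with it in Cy3. The 2 rising lists lie at means of 1.44 and 0.83, and the ER stress list lies at -1.54.

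The transcription factors whose binding data the study used had a mean of 0.11 and a median of -0.14 over 6 genes, among which limma called Cebpb, at 1.40. Foxa2, at -0.76 with an adjusted p of 0.100024, lay just outside the limit. Its ratio was -1.64 on replicate 1 and between -0.59 and -0.37 on the others, so 1 array weighed heavily. A dimmer Foxa2 probe was at -0.66 (adjusted p of 0.152 in limma) and was not called. The brighter probe was called with a dye term, where the adjusted p was 0.0267, and rebuilt SAM called 2 of the 6. The co-activators of CREB, the cAMP-response element binding protein, had a mean of 0.04 and a median of -0.05 over 5 genes. Of these, 0 were called by limma or rebuilt SAM. The 1 with an unadjusted p under 0.05 was Crtc2, at 0.50 with an adjusted p of 0.0204 in limma, which missed only the 1.5-fold limit.

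A dye effect, which is a ratio of Cy5 over Cy3 that does not turn with the swap, was called on 2913 probes (14.8% of those kept) at an adjusted p under 0.10 in limma. Of these, 1446 were brighter in Cy5 and 1467 in Cy3, with a median size of 0.30 on the log2 scale, and 212 reached 1.5-fold. The alternative that moved this count most was the removal of spots by the scanner's background flags in place of the background limit, which left 166 probes. Across kept probes, which are not independent replicates, ratios correlated at 0.66 between replicates 1 and 2 and at 0.75 between replicates 3 and 4, but at 0.22 to 0.40 between arrays of opposite dye orientation. Among called probes the mean correlation was 0.92 within and 0.84 between orientations. Their selection on these same arrays, for a large mean relative to the spread, favours high values, so these 2 say nothing about the dye pattern. With a dye term in the model, 381 probes were higher and 445 lower, and these included all 744 probes called without it.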

Values the study reported

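The study reported significant changes in 942 genes between fasted and re-fed liver on these arrays. It made those calls at a false discovery rate of 10% with a fold-change limit of 1.5.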

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

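Of the tests in this part, the ones on dye orientation, the one on the ER stress list without replicate 3, and the ones on called rises and on other lists on replicate 1, were chosen after the result was seen. In all, 47 genes and lists were scanned for an array far from the others, and 3 stood out; chance gives about 1 in 20.

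Pancreatic acinar markers had a list mean of -3.93 on replicate 3, against 0.04, -0.06 and 0.03 on replicates 1, 2 and 4, so that the gap to the nearest array took 0.974 of the range. The 3 kept genes of that list were Clps (-5.05 on replicate 3), Ctrb1 (-3.79) and Cel (-2.96). A dye bias is argued against, since replicate 4 has the same orientation and its median over these genes was -0.0488. If pancreatic tissue had come along with the refed liver of replicate 3, the acinar genes left out by the filter should fall there too. Their median on replicate 3 was -3.84 over 8 genes, and all 8 were well above background in its refed channel. The medians on the other arrays lay between -0.06 and 0.04. A candidate explanation is therefore pancreatic tissue in that refed sample; the design names no group that would explain it biologically. Of the 3 kept genes, 0 were called by limma or rebuilt SAM and 0 had an unadjusted p under 0.05.

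ER stress and protein folding genes fell less on replicate 1, with a list mean of -1.16 against -1.68, -1.69 and -1.63, a gap of 0.885 of the range. A dye bias is argued against, since replicate 2 shares the orientation and was at -1.68. Smaller ratios over much of the array may contribute: among 388 called falls outside the list, the median of replicate 1 over the mean of the others was 0.684, close to the 0.696 of the list itself, and among 335 called rises it was 0.741. The reduction was not uniform. Replicate 1 was at or above the mean of the others for 24.0% of those falls and 32.2% of the rises. Its list mean was 1.003 times that of the others for gluconeogenic genes, 0.977 for cholesterol synthesis genes and 0.315 for fatty acid oxidation genes. Igfbp1 was at 6.72 there, but its ratios followed dye orientation, so only replicate 2, at 6.41, is a like comparison. Whether the smaller ratios come from the array or the 2 livers on it stays open. Acinar cells are rich in secretory machinery, so the pancreatic signal of replicate 3 was also weighed as a cause of the fall as a whole. Without replicate 3 the list mean was -1.49 and the list stayed past its threshold, which argues against it.

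Pck1 was at 3.72 on replicate 2 and between 2.27 and 2.35 on the others, a gap of 0.946 of the range. Larger ratios over the whole array were weighed. Among 334 called rises other than Pck1, the median of replicate 2 over the mean of the others was 1.11, and that of Pck1 was 1.61. However, 65 of the 334 (19.5%, counted after the result was seen) had a ratio at least as large as that of Pck1, so 1 gene cannot decide, and larger ratios on that array stay open. A difference between the livers stays open too and was not tested.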

How the results depend on the processing

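The normexp fit on all spots was fixed before the data were examined. It became an alternative when the limit on local background replaced it. That limit, the fit using the software's background flags, and the multiples of 2 and 5 were chosen after the data had been examined. The other alternatives were planned in advance.

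The number of calls depended most on how spots with extreme local background were treated. With normexp on all spots, 5 probes were higher and 16 lower (5 and 14 genes), and with the software's flags 26 were higher and 79 lower (24 and 69 genes). In both fits the estimated background SD was at least 816 on replicate 3 in each channel, which is the failure described with the processing. The share of calls that were higher was 23.8% and 24.8% there, against 45.0% in the reported result. With a multiple of 2 or 5 in place of 3, the counts were 335 higher with 406 lower and 335 higher with 409 lower.

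Plain subtraction gave 550 probes higher and 714 lower (485 and 615 genes), and Agilent's processed signals gave 685 and 904 (601 and 778 genes). The cause was not tested. Median centring gave 635 probes and 546 genes lower, with 230 probes higher, so that 26.6% of calls were higher. It left the median of all kept probes at -0.15 on replicate 1 and -0.09 on replicate 4. By construction, treat left 31 and 36 probes (29 and 34 genes) and the 2-fold limit 99 and 132 (91 and 112 genes), while no fold limit gave 931 and 1205 (829 and 1050 genes). Rebuilt SAM called 373 higher and 439 lower, and the authors' deposited log2 ratios gave 433 and 526. Both sets included most of the reported calls, 744 and 736 of 744. Aquantile normalization alters intensities and not ratios, so it left every value as it was and tests nothing here. Gene lists were not run under rebuilt SAM, which has no set test. Separate channels, with no replicate block for the pairing on the array, gave 341 and 410.

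Leaving out 1 replicate gave 208 to 413 probes higher and 256 to 525 lower (193 to 375 and 225 to 445 genes). The lowest counts came without replicate 3 (208 and 256), over 1.5 times below the reported ones.

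The gluconeogenic, ER stress, heat shock, fatty acid oxidation, lipogenic and cholesterol lists kept direction and call under 21 of 22 alternatives, Aquantile not counted. The exception was camera with an estimated correlation, where the means are unchanged (1.44, -1.54, -1.46, 0.83, -0.60 and -0.87) and the adjusted p were 0.0559, 0.114, 0.114, 0.137, 0.114 and 0.114. Over all alternatives the means ranged from 1.202 to 1.56, -1.67 to -1.27, -1.61 to -1.17, 0.67 to 0.998, -0.72 to -0.35 and -1.11 to -0.52. The clock list kept its direction but lost its call with Agilent's signals (-0.46), both channels above background (-0.20), separate channels (-0.33), fry (-0.33), camera with an estimated correlation (-0.33), normexp on all spots (-0.14) and the software's flags (-0.25). Without single replicates it ranged from -0.39 to -0.28 and lost its call without replicate 1 or 3. Its adjusted p ranged from 0.0039 to 0.298. The control list ranged from -0.074 to 0.0089 without single replicates, turning sign without replicate 4 (0.0089), and from -0.17 to 0.0089 over all alternatives, with the lowest value under median centring. The immediate early list ranged from 0.17 to 0.54 without single replicates and from 0.027 to 0.62 over all alternatives. Neither was called under any of the 22.

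The dye effect was called on 454 probes with Agilent's signals, 569 with median centring, 1138 with normexp on all spots and 166 with the software's flags. Without single replicates, where 1 array is left for an orientation, it ranged from 213 to 2336; it was 1738, 2336, 402 and 213 without replicates 1, 2, 3 and 4.

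Of 31 genes named in the text and followed through the alternatives, 0 changed sign in any. Under normexp on all spots 26 lost their call, and with the software's flags 15 did. Separate channels took the call from Dbp and Srebf1. Leaving out a replicate took it from Mt1, Actb, Srebf1 or Thrsp, up to 3 genes at a time. With both channels above background, Per2 was not kept and had no value. In the other alternatives run on genes, the calls of those genes stayed in place. Signal over background limits the rest: median spot brightness was below 3 times the local background in every channel of every array.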

Other observations

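Of the tests in this part, those on blood, on sign patterns, on probes picked in one dye orientation and on the share of variance above noise were chosen after the result was seen.

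Fasted over refed ratios correlated at a mean of 0.71 between arrays of the same dye orientation and of 0.33 between orientations. Weak signal is argued against, since in the brightest 25% of probes the gap between the 2 mean correlations was 0.43, against 0.38 over all probes. A dye bias that belongs to the probe would differ between probes of one gene, while a difference between livers would be shared by them. Over 2833 genes with 2 probes apart, the difference between orientations correlated at 0.30 across probes, whereas the mean ratio correlated at 0.75. The ratio of these correlations was 0.394, with a bootstrap 95% interval of 0.324 to 0.46. Noise does not account for it, as an estimated 72.1% of the variance of the difference and 87.7% of that of the mean ratio lay above noise. The values are consistent with a dye bias specific to probes as a large part of the pattern. Because 0.30 is above 0, part of it follows the gene, and a state shared by the livers of one orientation cannot be told apart from a gene-wide dye bias, since each orientation holds its own livers. Tbp, a common control transcript, was at 0.38 and 0.34 on replicates 1 and 2 and at -0.33 and -0.40 on replicates 3 and 4; it was chosen after its values were seen.

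For the number of probes called, a dye bias that belongs to the probe would turn the sign of the ratio between orientations and cancel in the mean of a balanced swap. Of the 744 probes with the largest mean ratios on replicates 1 and 2, called or not, 72.0% had the same sign on replicates 3 and 4, and of the 744 picked on replicates 3 and 4, 88.8% had the same sign on replicates 1 and 2. This argues against such a bias as the main source of the calls. Of the 8 sign patterns of the 4 arrays, 1 gave as many calls, the real one, and the other 7 gave 0 in limma. At an unadjusted p under 0.05 the real pattern had 4261 probes, the pattern that follows dye orientation 2613 and the remaining ones 46 to 1190. With 8 patterns a share below 0.125 cannot be reached, so chance cannot be excluded by this count.

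Blood transcripts were higher in fasted liver on replicates 1 and 3, with list means of 1.16 and 1.57 over 6 genes, against -0.20 and 0.22 on replicates 2 and 4. On replicate 4 all 6 genes were above 0, at 0.021 to 0.45, and on replicate 2 all 6 were below 0. Of the 6, 5 were higher on both replicates 1 and 3 than on both others; the exception was Slc4a1, at 0.17 on replicate 1 and 0.25 on replicate 4. Hba-a1 was at 2.45 and 2.48 on replicates 1 and 3 and at -0.26 and 0.34 on the others. A dye bias is argued against, since replicates 1 and 3 have swapped dyes and the mean on replicate 3 was 1.57. The lower of the 2 raised means lay 0.94 above the higher of the others, which restates the pattern and tests no source. More blood left in those 2 fasted livers, less in the 2 refed livers on the same arrays, and a change in blood cell transcripts of the animals cannot be told apart from these ratios. Of the 6 genes, 0 were called by limma, 2 by rebuilt SAM, and 3 had an unadjusted p under 0.05. Adipose markers had list means of -0.13, 1.04, -0.57 and 0.16 on replicates 1 to 4 over 3 genes, with Cidec at 2.26 on replicate 2, and no explanation was tested. The 7 immune genes had list means of 0.24, -0.17, 0.26 and 0.08 on replicates 1 to 4, with the blood list's order of arrays at a smaller size, and this does not tell the sources above apart. The 2 sex-linked genes had list means of 0.0017, 0.036, 0.17 and 0.011. On replicate 4 they went opposite ways, with Ddx3y at 0.52 and Eif2s3y at -0.50, so the mean there describes neither gene. On replicate 3 Ddx3y was at 0.33 and Eif2s3y at 0.010.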
